A study of Arabidopsis thaliana with 6 samples.

How the data were processed

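RNA-seq was performed on seeds of Arabidopsis thaliana harvested 8 days after pollination from the wild type Col-0, a standard laboratory accession, and from tt7-7, a mutant of the flavonoid 3'-hydroxylase gene TT7. Each group had 3 samples, grouped by the genotype named in the sample titles. Total RNA was extracted from seeds with a published seed protocol, DNA was digested, and libraries followed standard Illumina protocols, per the labels' protocols. Whether poly(A) RNA was selected or ribosomal RNA depleted, the strandedness, the aligner, the counter, the genome build and the annotation are not given in the sources used here.

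The authors deposited a table of RPKM values (read counts scaled by gene length and library size) for 16967 genes in the 6 samples, written with decimal commas. Every gene in the table lay above 2 RPKM in all 3 samples of at least 1 group, so genes low in both genotypes were not analysed here. Of the gene identifiers, 16857 matched a locus tag of the RefSeq annotation of assembly TAIR10.1, and the other 110, which were 92 plastid and 18 mitochondrial genes, did not. RefSeq was used for names, transcript lengths, GC content and introns. No coordinates are given, because the build behind the table is not named.

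RPKM values rise in steps of 1 read, and these steps were used to recover depth. With the longest RefSeq transcript as gene length, reads came out whole within 0.02 in all 6 samples for 16855 genes, or 99.3% of the table. Lengths of the other 112 genes were found by search. The recovered library totals were 20547689, 13677094 and 19327827 reads for Col-0 replicates 1 to 3 and 15577456, 20162748 and 20300393 reads for tt7-7 replicates 1 to 3. Genes of the table held between 99.1% and 99.5% of those reads. On simulated RPKM for 16857 genes, 6 of 6 library totals and the reads of 100% of the genes were recovered.

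The main test was limma (version 3.58.1, R 4.3.3) on log2(RPKM + 1) with an intensity-dependent prior variance, no covariate and all 6 samples in the fit. Genes with a mean under 2 RPKM over the 6 samples were left out, which removed 304 and left 16663. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the tested genes, with a threshold of 0.05. Fold changes are differences of mean log2(RPKM + 1), tt7-7 minus Col-0, which understate the change of genes at low RPKM. Exact permutation tests of the group means were run for the named genes. With 3 samples against 3 their smallest two-sided p is 0.1, so they cannot reach 0.05.

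Gene lists numbering 10 were written from general knowledge of Arabidopsis before the data were examined, as were the main test, the naming rule and the first set of alternatives. TT7 was left out of every list. Each list was tested with camera, a competitive test against all other tested genes, at a preset inter-gene correlation of 0.01, and adjusted over the 10 lists. Because it is competitive, a list that rose by less than the other genes has the direction down. The rotation test fry and camera with an estimated correlation were run beside it. Unlike camera, fry tests a list against no change and not against the other genes. Named genes were TT7, the 5 genes higher and the 5 lower in tt7-7 with the largest absolute log2 fold change among those past the threshold, with groups that did not overlap and a mean of at least 5 RPKM, and up to 4 genes past the threshold per list in order of p.

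Other settings chosen in advance were pseudocounts of 0.1 and 0.5 RPKM, no filter, a mean of at least 10 RPKM, median-ratio scaling, quantile normalization, a variance prior without trend, sample weights, the replicate number as a block, and each sample left out in turn. Added after the data were seen were limma voom on the recovered reads, removal of each sample's trend on gene length or on GC content, and scaling by the reads outside the 100 genes with the most reads. The fit was tested on simulated reads for 16663 genes of tt7-7 against Col-0, of which 185 were changed 4-fold. All of these, 100%, were recovered, and 5.85% of the calls were unchanged genes. With voom 99.5% were recovered and 4.90% of the calls were unchanged genes. A further 14 genes of a list were lowered 2-fold. For these rates genes were drawn independently at a dispersion of 0.05, without a general shift or a length trend. The rates therefore need not hold for the data.

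Replicates were compared by chi-square on recovered reads. The statistic per degree of freedom ranged from 22.5 to 164 over pairs of the same group, so no library was counted as a duplicate of another. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.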

Results

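Transcript levels were compared between seeds of the wild type Col-0 and of the tt7-7 mutant at 8 days after pollination, with 3 samples per genotype. TT7 encodes flavonoid 3'-hydroxylase, the enzyme that adds the 3' hydroxyl group to the B ring of flavonoids. Library totals recovered from the RPKM steps ranged from 13677094 reads in Col-0 replicate 2 to 20547689 in Col-0 replicate 1, and the tt7-7 libraries held 15577456, 20162748 and 20300393 reads. The 100 genes with the most reads took 24.3%, 27.3% and 34.6% of the reads in Col-0 replicates 1 to 3 and 17.2%, 16.6% and 16.1% in tt7-7 replicates 1 to 3. Pearson correlations of log2(RPKM + 1) across genes, which are not independent replicates, were 0.972 to 0.981 within Col-0, 0.974 to 0.977 within tt7-7 and 0.846 to 0.933 between the groups. The first principal component held 83.2% of the variance and placed the 3 Col-0 samples on one side and the 3 tt7-7 samples on the other. The next component held 6.11% and ordered the samples of both groups by replicate number, in the same direction.

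The mutated gene was examined first. TT7 (AT5G07990) was at 499, 272 and 240 RPKM in Col-0 replicates 1 to 3 and at 86.0, 97.4 and 103 RPKM in tt7-7 replicates 1 to 3. The group means were 337 ± 141 RPKM (SD, n = 3) and 95.3 ± 8.48 RPKM (SD, n = 3). These values rested on 7176 to 19795 reads per Col-0 library and 2583 to 4015 reads per tt7-7 library. The log2 fold change was -1.74 with a standard error of 0.256 and a limma adjusted p of 0.000527. All 3 tt7-7 values lay below all 3 Col-0 values, for which the two-sided exact permutation p was 0.1, the smallest possible with 3 against 3. Over the alternatives the log2 fold change ranged from -2.26 to -1.42 and the limma adjusted p from 2.40e-05 to 0.00233. Reads assigned to TT7 were thus reduced in the libraries labelled tt7-7 but still present. Gene-level values cannot show whether the remaining transcript was intact.

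**Figure D1:**
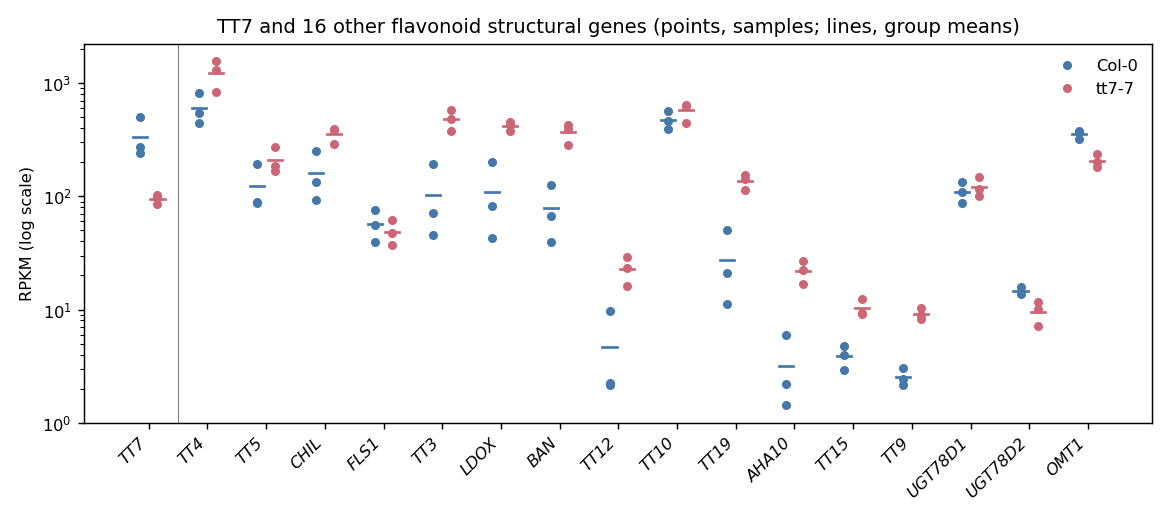
RPKM on a log scale for TT7 and for 16 other genes of, or linked to, flavonoid biosynthesis, transport and modification. Points are samples and lines are group means (n = 3 per genotype). TT7 lies lower in the 3 tt7-7 samples, at 86.0 to 103 RPKM, while 11 of the other genes were called higher in tt7-7 and 2 lower (8 and 3 under median-ratio scaling).

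Across the transcriptome, 9929 of the 16663 tested genes (59.6%) passed a limma adjusted p of 0.05, against 10731 at an unadjusted p under 0.05. Of the 9929 genes, 8517 were higher and 1412 lower in tt7-7, so 85.8% of the calls were higher. At least 2-fold changes were found for 3391 genes, of which 2987 were higher and 404 lower, but 955 were higher and 1260 lower under median-ratio scaling and 847 and 904 under quantile normalization. The groups did not overlap for 11029 genes, or 66.2% of those tested, where chance gives 10%. The median log2 fold change of all tested genes was 0.44 rather than 0, and it rose with gene length. The scaling between samples moved the split of the calls most. Median-ratio scaling moved the median to -0.03 and gave 8985 calls, of which 48.8% were higher. Quantile normalization moved it to 0.03 and gave 8044 calls, of which 55.5% were higher, and scaling by the reads outside the 100 highest genes gave 9247 calls, of which 73.3% were higher. Median-ratio scaling centres the median gene near 0, so its near-even split was largely set in advance. Under it 1411 of the 1412 lower genes were again called lower, and 4389 of the 8517 higher genes were again called higher. Because it lowered the changes in general, this does not show that lower calls were the more reliable. A log2 fold change between 0 and about 0.44 on the deposited scale was therefore below the median change, and directions of small changes depended on the scaling.

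**Figure D2:**
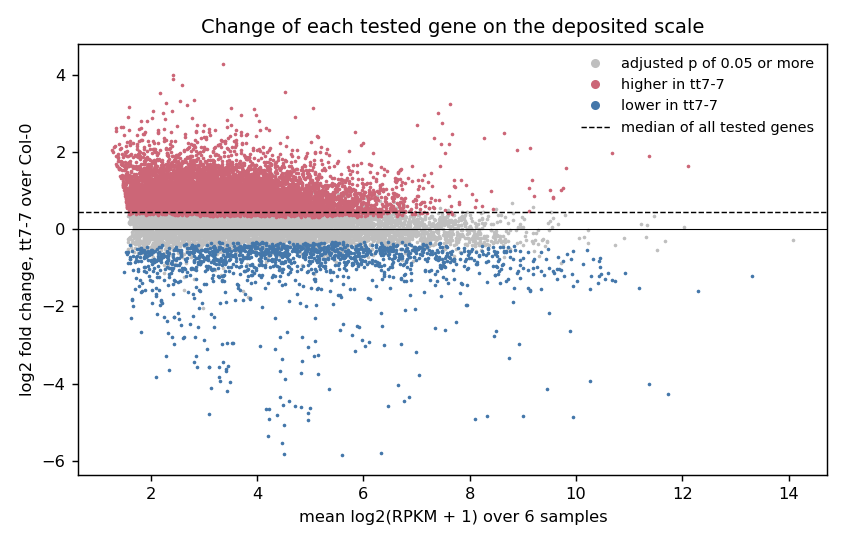
Log2 fold change of each of the 16663 tested genes, tt7-7 over Col-0, against the mean log2(RPKM + 1) over the 6 samples. Coloured points are the 8517 genes called higher and the 1412 called lower on the deposited scale, and the dashed line marks the median of 0.44, which median-ratio scaling moved to -0.03 with 48.8% of its calls higher.

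The genes with the largest changes upward were mostly close to the lower end of the measured range in Col-0. AT1G65370 rose from 1.33 ± 0.236 to 44.9 ± 9.07 RPKM (SD, n = 3 per group), a log2 fold change of 4.29 with a limma adjusted p of 9.21e-06. The pseudogene AT2G11240 was at 3.99, the transcribed pseudogene AT1G79245 at 3.88, and the non-coding RNA genes AT4G08035 and AT4G36648 at 3.74 and 3.54. The order among them depended on the pseudocount, since the ratio of the group means was 62.0 for AT2G11240 and 33.9 for AT1G65370, and AT2G11240 ranked above AT1G65370 with a pseudocount of 0.1 or 0.5 RPKM and with voom. Reads of pseudogenes can be shared with similar loci, and non-coding genes can overlap others, so their counts were uncertain where the strand and the counting rule were not given. Of the 5 genes with the largest changes downward, 4 were plastid-encoded. ATCG00490 fell from 471 ± 407 to 5.64 ± 2.19 RPKM, a log2 fold change of -5.86 with a limma adjusted p of 9.70e-05. ATCG00020 had a log2 fold change of -5.79, ATCG00340 of -5.53 and ATCG00350 of -5.35. All 4 plastid genes were highest in Col-0 replicate 2, and without it they were at -5.18, -5.05, -4.92 and -4.73 in the same order. The nuclear gene AT1G03890 had a log2 fold change of -5.82 and was at 816 RPKM in Col-0 replicate 3, 149 in replicate 2 and less in replicate 1, so its Col-0 mean rested largely on replicate 3. It was at -4.69 without Col-0 replicate 3, -6.85 without Col-0 replicate 1 and -6.44 without tt7-7 replicate 3. These 10 genes had a two-sided exact permutation p of 0.1, the smallest possible.

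The pathway in which TT7 acts was examined with a list of 17 further genes, called structural genes here. They are genes of, or linked to, flavonoid biosynthesis, transport and modification, and not all encode enzymes of the pathway. Of these 16 were tested, and TT6 (AT3G51240) was not analysed here. After limma adjustment over all genes 13 of the 16 passed, 11 higher and 2 lower in tt7-7, and adjusted over the list alone the same numbers, 11 higher and 2 lower, passed. The median log2 fold change was 1.24, with a range of -0.79 to 2.58. AHA10 (AT1G17260) was the highest at 2.58, with 3.20 ± 2.42 RPKM in Col-0 and 21.9 ± 4.99 RPKM in tt7-7 (SD, n = 3) and a limma adjusted p of 0.000350. BAN (AT1G61720) changed by 2.36, TT9 (AT3G28430) by 1.53 and TT15 (AT1G43620) by 1.22. The 2 lower genes, named after their values were seen, were OMT1 (AT5G54160) at -0.79 and UGT78D2 (AT5G17050) at -0.57. The list did not stand apart from all other genes by camera (adjusted p 0.514). Median-ratio scaling left 8 of its genes called higher and 3 lower, with a median of 0.76. Without Col-0 replicate 3 or tt7-7 replicate 2 the lower calls fell to 1.

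Of 13 regulators of the flavonoid pathway 9 were tested, and GL3, MYB5, MYB111 and PAP1 were not analysed here. All 9 had log2 fold changes above 0 on the deposited scale, 8 passed a limma adjusted p of 0.05 over all genes and 9 adjusted over the list alone. Under median-ratio scaling and under quantile normalization 1 of the 9 lay below 0 and 6 were called higher. The median was 1.61. TT16 (AT5G23260) changed by 2.39, TT1 (AT1G34790) by 2.32, TT2 (AT5G35550) by 2.19 and MYB11 (AT3G62610) by 2.15. The camera adjusted p of 0.0704 did not pass. The fry adjusted p was 0.0319, but fry does not compare the list with the other genes. Among 8 general phenylpropanoid genes upstream of the pathway, 3 were lower and 1 higher, over all genes as well as adjusted over the list alone, with a median of -0.35 and a camera adjusted p of 0.00108 in the direction down. The lower calls numbered 7 under median-ratio scaling, 4 under quantile normalization, 6 with scaling outside the 100 highest genes, 5 with the length trend removed and 0 with the GC trend removed, and the higher calls 0 under each of these scalings and 1 with either trend removed. With single samples left out, the lower calls numbered 1 without tt7-7 replicate 2, 2 without Col-0 replicate 1, Col-0 replicate 3 or tt7-7 replicate 1, and 3 otherwise. The higher calls were 0 without Col-0 replicate 2, Col-0 replicate 3 or tt7-7 replicate 1, and the median was -0.15 without Col-0 replicate 1. PAL4 (AT3G10340) changed by -0.62, PAL3 (AT5G04230) by -0.55 and 4CL1 (AT1G51680) by -0.48. PAL3 was not called without Col-0 replicate 3 (-0.51) or tt7-7 replicate 2 (-0.42), and 4CL1 not without Col-0 replicates 1 or 2 (-0.36 and -0.47) or tt7-7 replicates 1 or 2 (-0.49 and -0.44). 4CL3 (AT1G65060) changed by 1.22, but its groups overlapped, with a two-sided exact permutation p of 0.2, and it was not called under median-ratio scaling or quantile normalization.

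Lists of auxin genes were included because flavonoids affect auxin movement. Of 17 auxin response genes 9 were tested, and 2 passed over all genes and adjusted over the list alone, IAA13 (AT2G33310) at 0.90 and LBD18 (AT2G45420) at 0.66. The list's median was 0.045 and its camera adjusted p 0.124. Of 10 auxin transport genes 8 were tested, and 3 passed over all genes and adjusted over the list alone. These were PIN3 (AT1G70940) at 0.80, ABCB19 (AT3G28860) at 0.63 and AUX1 (AT2G38120) at 0.47, with a list median of 0.25 and a camera adjusted p of 0.443. Under median-ratio scaling 4 response genes were called lower and 1 higher, and 3 transport genes lower and 0 higher. AUX1 changed sign to -0.028, and the medians of the response and transport lists became -0.46 and -0.24. Neither list kept the sign of its median under that scaling or under quantile normalization. Scaling outside the 100 highest genes gave 2 higher and 2 lower calls in each list, with medians of -0.17 for response and 0.036 for transport. With the length trend removed 2 response genes were called higher and 2 lower, with a median of 0.22, and 0 transport genes higher and 3 lower, with a median of -0.24. The replicate block gave 2 lower response genes. Sample weights, which had not converged, gave 4 higher and 1 lower for response and 4 higher and 3 lower for transport. The GC trend removed gave 1 lower transport gene. The median of the response list was also below 0 without Col-0 replicate 2 (-0.13) and without tt7-7 replicate 3 (-0.22), where 1 gene was called higher and 1 lower. It was 0.020 without Col-0 replicate 1 and 0.086 without Col-0 replicate 3, and 1 gene was called lower without Col-0 replicates 1 or 2 or tt7-7 replicate 1. In the transport list 2 genes were called higher without Col-0 replicates 2 or 3 or tt7-7 replicates 2 or 3, and 2 lower without tt7-7 replicate 3 and 1 without Col-0 replicate 1. AUX1 was not called without Col-0 replicates 2 or 3 or tt7-7 replicates 2 or 3, at 0.50, 0.33, 0.46 and 0.44, and LBD18 not without tt7-7 replicate 3, at 0.59.

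Seed maturation and storage genes gave the largest list change downward. Of the 14 genes 12 passed over all genes and adjusted over the list alone, 9 lower and 3 higher, with a median of -3.29 and a camera adjusted p of 2.20e-06. The 9 lower genes encoded storage proteins and oleosins. CRB (AT1G03880) fell from 2697 ± 2976 to 82.6 ± 68.0 RPKM (SD, n = 3), a log2 fold change of -4.83 with a limma adjusted p of 0.00172. SESA4 (AT4G27170) changed by -4.15, SESA2 (AT4G27150) by -4.02 and OLEO2 (AT5G40420) by -2.64. The SESA genes lie next to each other and have similar sequences, so reads could have been divided between them. The 9 genes took 1.96%, 4.16% and 13.5% of the reads in Col-0 replicates 1 to 3 and 0.391%, 0.0883% and 0.597% in tt7-7 replicates 1 to 3, and the spread within Col-0 was as wide as its mean for CRB. The 3 higher genes were the regulators LEC2, FUS3 and ABI3, named after their values were seen, with log2 fold changes of 0.95, 0.82 and 0.74, and median-ratio scaling and quantile normalization each left 1 gene of the list called higher. With single samples left out 9 genes were called lower each time, and 2 instead of 3 higher without Col-0 replicate 1 or tt7-7 replicates 1 or 3. The median was -2.62 without tt7-7 replicate 2, -2.75 without Col-0 replicate 3 and -3.78 without Col-0 replicate 1. CRB changed by -3.91 without Col-0 replicate 3, -3.95 without tt7-7 replicate 2, -5.61 without Col-0 replicate 1 and -5.51 without tt7-7 replicate 3. SESA4 and SESA2 were at -3.37 and -3.07 without tt7-7 replicate 2, and SESA4 at -3.54 without Col-0 replicate 3. Without tt7-7 replicate 3 SESA2 was at -4.64.

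All 14 nuclear photosynthesis genes were lower in tt7-7 and passed over all genes and adjusted over the list alone, with log2 fold changes of -1.61 to -0.83, a median of -1.26 and a camera adjusted p of 1.06e-15. LHCB2.1 (AT2G05100) fell from 1118 ± 132 to 381 ± 47.6 RPKM (SD, n = 3), a log2 fold change of -1.55 with a limma adjusted p of 0.000196. LHCB5 (AT4G10340) changed by -1.39, LHCB6 (AT1G15820) by -1.29 and PSAE-1 (AT4G28750) by -1.04. The list held near-identical copies such as LHCB1.1 and LHCB1.3, whose reads could have been divided between them. All 14 stayed below 0 under each scaling, but quantile normalization moved the median to -0.49 and left 5 of them called.

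The remaining lists did not pass camera on the deposited scale, where the median of all tested genes was 0.44. Their calls and medians depended on the setting. Of 16 seed coat mucilage genes 5 passed over all genes and adjusted over the list alone, LUH (AT2G32700) at 1.38, MYB61 (AT1G09540) at 1.16, FLY1 (AT4G28370) at 0.60, CESA5 (AT5G09870) at 0.52 and AT2G22900 at -0.81, with a median of 0.073 and a camera adjusted p of 0.151. CESA5 was named after its values were seen. Under median-ratio scaling 2 mucilage genes were called higher and 9 lower, with a median of -0.43, and under quantile normalization 3 higher and 3 lower. Scaling outside the 100 highest genes gave 3 higher and 3 lower with a median of -0.14, the length trend removed 3 higher and 2 lower with a median of -0.020, and sample weights 4 higher and 6 lower with a median of -0.092. The mucilage median was -0.052 without Col-0 replicate 3, -0.023 without tt7-7 replicate 1, 0.13 without Col-0 replicates 1 or 2 and 0.11 without tt7-7 replicate 2. Of 9 early endosperm genes 5 were tested, and FIS2 (AT2G35670) at 1.43 and FWA (AT4G25530) at 1.42 passed over all genes and adjusted over the list alone, with a median of 0.66 and a camera adjusted p of 0.596. Without Col-0 replicate 1, 4 endosperm genes were called higher, with a median of 1.07, and without Col-0 replicate 3 the median was 0.36 with 2 called. The calls numbered 4 with the length trend removed, 3 with the replicate block and 5 with sample weights, which had not converged. Median-ratio scaling gave 2 with a median of 0.25. Quantile normalization gave 1 with a median of 0.28, and FWA was not called there. With a mean of at least 10 RPKM 1 gene of the list was tested and 0 were called. Of 9 mitotic cell cycle genes CYCB2;2 (AT4G35620) at 0.70 and CYCB2;1 (AT2G17620) at 0.60 passed over all genes and adjusted over the list alone, with a median of 0.17 and a camera adjusted p of 0.443. Under median-ratio scaling neither passed, 0 mitotic genes were called higher and 4 lower, and the median was -0.32. Quantile normalization gave 0 higher and 1 lower. With scaling outside the 100 highest genes 2 were called higher, with a median of -0.039, and with sample weights 2 higher and 2 lower, with a median of -0.021. With a mean of at least 10 RPKM 0 of 7 passed. Without Col-0 replicate 3 or tt7-7 replicate 2, 1 mitotic gene was called higher and CYCB2;1 was not, at 0.42 and 0.52, and without Col-0 replicate 3 the median was 0.028. For the auxin response, auxin transport, mucilage and mitotic lists the median and the mean lay above 0 while camera gave the direction down, because these lists rose by less than the other genes, and fry gave the direction up. Of the lists passing camera, photosynthesis also passed fry (adjusted p 0.00792), the phenylpropanoid and storage lists did not (0.154 and 0.149), and none of the 10 passed with an estimated correlation, the lowest adjusted p being 0.449.

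**Figure D3:**
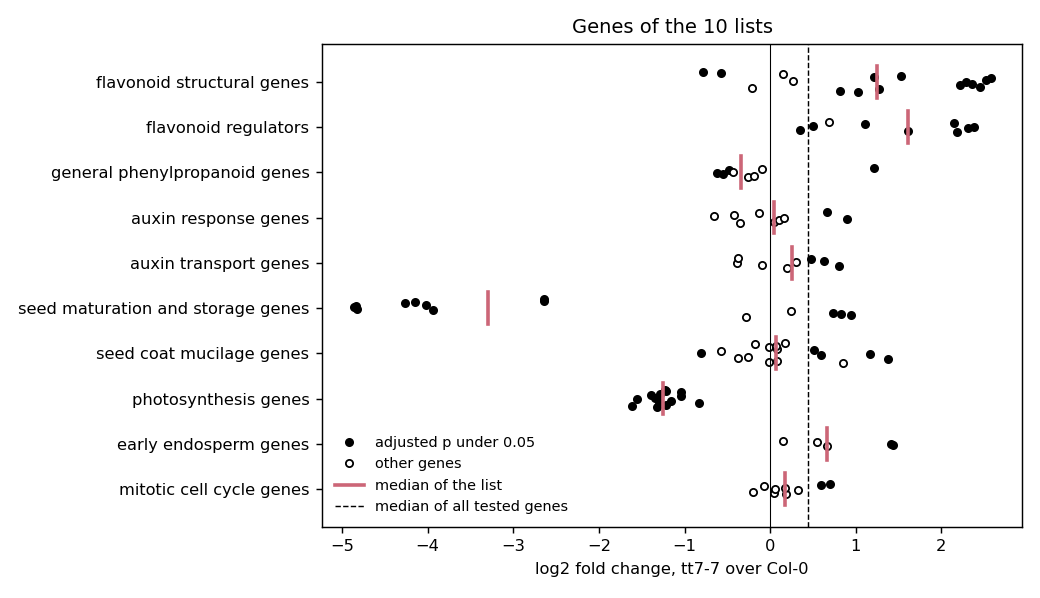
Log2 fold change, tt7-7 over Col-0, of each tested gene of the 10 lists, with filled points for a limma adjusted p under 0.05. Red bars mark the list medians, from -3.29 for maturation and storage genes to 1.61 for flavonoid regulators, and the dashed line marks the median of all tested genes at 0.44, so that medians between 0 and 0.44 fell below 0 under median-ratio scaling.

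Plastid transcripts and ribosomal RNA were examined after 4 plastid genes had appeared among the largest changes. All 91 tested plastid genes had log2 fold changes below 0 on the deposited scale (88 under quantile normalization), with a median of -2.89, and 79 passed a limma adjusted p of 0.05. The 18 mitochondrial genes were all lower, with a median of -1.84. The 18S rRNA gene AT3G41768, chosen after its values were seen, was at 808, 4369 and 969 RPKM in Col-0 replicates 1 to 3 and at 42.3, 59.0 and 47.8 RPKM in tt7-7 replicates 1 to 3. Its log2 fold change was -4.91, and -4.14 without Col-0 replicate 2, the library with the highest 18S, plastid and mitochondrial values.

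**Figure D4:**
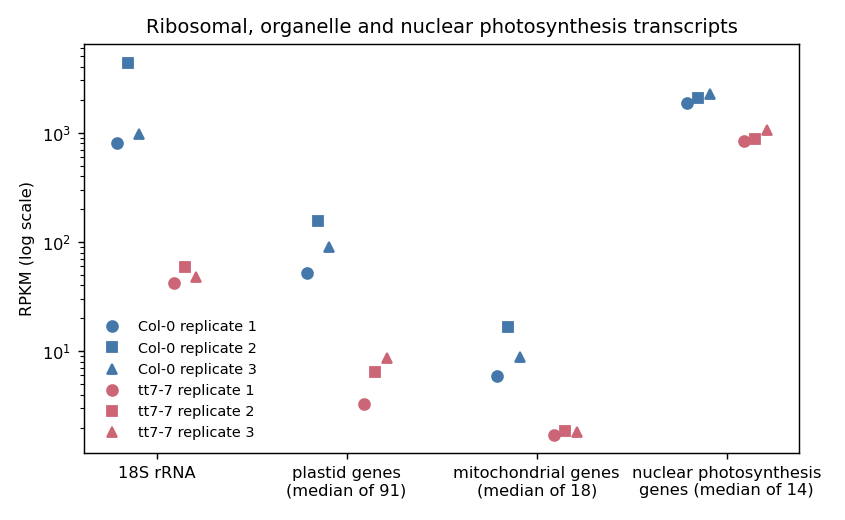
RPKM on a log scale in each of the 6 samples for 18S rRNA and for the medians of 91 plastid, 18 mitochondrial and 14 nuclear photosynthesis genes. All 3 tt7-7 samples lie below all 3 Col-0 samples in each class, and Col-0 replicate 2 is the highest sample for 18S rRNA at 4369 RPKM.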

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

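Voom on recovered reads, removal of the length or GC trend and scaling without the 100 highest genes were chosen only after the results were seen, and the other settings were planned. TT7 stayed lower in tt7-7 and past the threshold under every setting run, with log2 fold changes of -2.26 to -1.42. The number of genes past the adjusted p ranged from 8296 to 10394 with single samples left out, and was 9852 with voom. A mean of at least 10 RPKM gave 5383 genes, and 1608 at least 2-fold, from a smaller set of 9743 tested genes. The 2-fold count was 2215 under median-ratio scaling and 1751 under quantile normalization, which remove the median shift of 0.44. Left-out samples gave 2804 to 4200. The 2-fold count was higher with voom, at 4397, and with pseudocounts of 0.1 and 0.5 RPKM, at 4321 and 3890. It was 2665 with the length trend removed and 2459 with scaling outside the 100 highest genes. Sample weights gave 12649 genes, but the weight estimation stopped before convergence.

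The following list values are the mean log2 fold change of the list minus that of all other tested genes. For fry, which tests against no change, this difference is not the quantity tested. Flavonoid regulators, short of the threshold at 1.07 by camera, passed it at 1.07 with the replicate block and with median-ratio scaling. They also passed at 1.02 with quantile normalization and at 1.16 with the length trend removed. These regulators passed fry too, which does not set them apart from other genes. With samples left out they were at 0.89 to 1.23 and passed without Col-0 replicates 1 and 2 and without tt7-7 replicates 2 and 3, where the value ranged from 1.07 to 1.23. The structural genes passed with quantile normalization at 1.16. The phenylpropanoid and storage lists, at -0.59 and -2.82, lost the threshold with fry and with an estimated correlation, and photosynthesis, at -1.66, with an estimated correlation. Auxin transport reversed to 0.18 at a mean of at least 10 RPKM, where 5 of its 8 genes were tested, and passed at -0.57 with the length trend removed. Mucilage genes reversed to 0.038 with quantile normalization and passed at -0.45 with sample weights and at -0.36 with the length trend removed. Auxin response genes were at -0.46 to -0.28 with samples left out and passed without Col-0 replicate 2, at -0.46. Apart from the smaller set of tested genes, the cause was not tested.

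The other 43 named genes gave 809 values under the alternatives, of which 769 kept direction and side of the threshold, 38 lost the threshold, 0 gained it and 2 reversed. AUX1 reversed to -0.028 with median-ratio scaling and ABCB19 to -0.062 with the length trend removed, and neither was called there. The cause was not tested.

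Whether the replicate numbers paired the samples stays open. Deviations of same-numbered samples correlated across genes at 0.21, -0.19 and 0.48, but samples with different numbers were not compared in this way. The principal component after the first ordered the samples of both groups by replicate number, in the same direction. With the replicate number as a block 10170 genes passed, and 3404 at least 2-fold. Of the genes called without the block 8290 of 8517 higher and 1372 of 1412 lower genes kept their call. TT7 and the other 43 named genes kept theirs, and of the 10 list tests that of the flavonoid regulators changed (1.07). At 13677094 to 20547689 reads per library, the lowest levels rested on few reads, such as 21 to 45 reads of AT1G65370 per Col-0 library, and genes low in both genotypes were not analysed here.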

Other observations

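The tests of gene length, GC content, introns, 18S rRNA and plastid transcripts, and of seed stage on the flavonoid genes and TT7, were chosen only after the result was seen, as were the settings that remove GC content or the 100 highest genes. For the tests of length in genes without introns, of plastid against nuclear genes and of the sign of the flavonoid changes, a fixed limit was also replaced by a permutation test after the values were seen. The bins of gene length and GC content replaced a test with each sample's trend removed, which held the mean level of each sample and so could not decide. In the replaced test 88.6% of the calls were higher with the length trend removed and 86.1% with the GC trend removed. The replacement was made after the medians by length and the GC correlation had been seen. With the change to bins the length result went from argued against to open. With the change to permutation the flavonoid result went from meeting its limit to undecided. The tests of seed stage across all genes and of other splits were fixed before their results were seen.

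Most genes past the threshold were higher in tt7-7 (85.8%). Had a few abundant transcripts in Col-0 lowered all other RPKM values, scaling by the reads outside the 100 highest genes would have brought that share near 50%. It stayed at 73.3%, with the median change lowered from 0.44 to 0.24, which argues against this as the whole cause but leaves it a part. Had GC content been the whole cause, medians over 4 bins of GC content would have differed by at least the median change. They differed by 0.16, and by 0.14 to 0.19 with single samples left out, where the median change was 0.38 to 0.51, which argues against it. Over 4 bins of gene length they differed by 0.69, so a length bias stays open for this pattern. What also stays open is the scale itself, since no external standard was used here. Median-ratio scaling gave 48.8%, but it centres the median gene near 0, so this share cannot decide. An effect of genotype on total transcript content was not tested.

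The change rose with gene length. Medians over 4 equal bins of the nuclear genes, from the shortest to the longest, were 0.16, 0.33, 0.47 and 0.85, and Spearman's rho across genes, which are not independent, was 0.389. Against GC content rho was -0.06. A candidate explanation is a larger share of unspliced or nuclear RNA in the tt7-7 libraries. If unspliced RNA were the whole cause of the length trend, the 2244 genes without introns would show none. Their rho was 0.12 (permutation p across genes 1e-05, the smallest that 100000 resamples can give). This argues against unspliced RNA as the whole cause, although rho was higher in the 14310 genes with introns, at 0.40. A larger share of nuclear RNA does not predict the absence of a trend in genes without introns, so this test cannot decide on it. Genes with introns also rose more, with a median of 0.49 against 0.06. At equal length and expression the change rose with the intron share of the locus, with a partial rho of 0.28. Related values had been seen before this test was chosen, so it does not count as evidence for unspliced RNA, which stays open. Intron reads were not analysed here, so this was not measured directly. Genotype, seed stage, RNA integrity and library preparation stay open, because each could differ between the groups.

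Plastid transcripts were lower in tt7-7, with a median change of -2.89. Had they changed by the same amount as the nuclear photosynthesis genes, the medians would have been close. They differed by -1.64 (permutation p across genes 0.00293), and by -1.18 without Col-0 replicate 2. Genes are not independent replicates, so this p measures spread among genes only. Of the 91 plastid genes 71 lay below the lowest nuclear photosynthesis gene, which argues against an equal change in both sets. A shared cause acting with unequal strength stays open. A candidate explanation is that less RNA without poly(A) tails was carried into the tt7-7 libraries. It predicts lower 18S rRNA and mitochondrial transcripts, and 18S rRNA changed by -4.91 and mitochondrial genes by a median of -1.84. Because these values were seen before the test was chosen, they cannot count as evidence for carry-over. The 35 tested snoRNA genes did not fall as a set, with a median change of 0.61 beside 0.44 for all tested genes. However, snoRNAs are short and their reads could come from other transcripts. Carry-over therefore stays open. The library protocol does not state a selection step, and a biological fall in plastid transcripts was not tested apart from it.

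Storage transcripts varied widely within Col-0 and were lower in every tt7-7 sample, which raised the hypothesis that the tt7-7 seeds were at an earlier stage than the Col-0 seeds of the same labelled age. For each gene the slope on a score of 9 storage genes within groups, multiplied by the difference of the score between groups (-4.02), gave a predicted change. Across the other 16654 genes predicted and observed change correlated at r = 0.545 and rho = 0.490, and at r = 0.541 with length and expression trends removed from both. Of the 36 orders of samples within groups, 1 gave an r as high, a one-sided exact permutation p of 0.0278, the smallest possible, but the next order gave 0.523. With slopes from Col-0 alone r was 0.470, from tt7-7 alone 0.419, and with single samples left out it was lowest at 0.418 without Col-0 replicate 1. By list the prediction held unevenly. The medians of predicted and observed change were 0.25 and -0.35 for phenylpropanoid genes, with the same sign in 2 of 8, and -0.31 and -1.26 for photosynthesis genes, with the same sign in 14 of 14. Of the 5 maturation genes outside the score 2 had the same sign. Across genes the values are consistent with a shared axis that could be seed stage, but any other difference that follows storage transcripts within groups would give the same result. A delay caused by the mutation and a difference in harvest are both open, as untested.

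The stage hypothesis was then applied to the flavonoid genes. Of the 16 structural genes 14 had a predicted change of the observed sign, but 76.0% of all genes did so too, and 7 of the 36 orders gave as many (exact permutation p 0.194). Whether stage contributes to their rise cannot be told apart from chance with 3 samples per group. For TT7 the predicted change was 0.71 and the observed change -1.74. The prediction fell to 0.13 without Col-0 replicate 1 and 0.34 without Col-0 replicate 3, rose to 1.09 and 1.22 without tt7-7 replicates 2 and 3, and stayed above 0 with any single sample left out. Of the 36 orders 5 gave a prediction as high (one-sided exact permutation p 0.139), and the storage axis is not known to be stage, so stage is not excluded as a cause of the fall of TT7. A direct effect of the mutation on the transcript remains a hypothesis that was not tested.

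Of the 10 splits of the 6 samples into 3 and 3, only the real split, 1 of 10, gave as many as 9929 genes past the limma adjusted p, and 1 of 10 gave as many as 3391 at least 2-fold. The other 9 splits gave 0 genes each. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count.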
